# Age and CD161 Expression Contribute to Inter-Individual Variation in Interleukin-23 Response in CD8+ Memory Human T Cells

**DOI:** 10.1371/journal.pone.0057746

**Published:** 2013-03-01

**Authors:** Hui Shen, Wei Zhang, Clara Abraham, Judy H. Cho

## Abstract

The interleukin-23 (IL-23) pathway plays a critical role in the pathogenesis of multiple chronic inflammatory disorders, however, inter-individual variability in IL-23-induced signal transduction in circulating human lymphocytes has not been well-defined. In this study, we observed marked, reproducible inter-individual differences in IL-23 responsiveness (measured by STAT3 phosphorylation) in peripheral blood CD8+CD45RO+ memory T and CD3+CD56+ NKT cells. Age, but not gender, was a significant (Pearson’s correlation coefficient, r = −0.37, p = 0.001) source of variability observed in CD8+CD45RO+ memory T cells, with IL-23 responsiveness gradually decreasing with increasing age. Relative to cells from individuals demonstrating low responsiveness to IL-23 stimulation, CD8+CD45RO+ memory T cells from individuals demonstrating high responsiveness to IL-23 stimulation showed increased gene expression for IL-23 receptor (IL-23R), RORC (RORγt) and CD161 (KLRB1), whereas RORA (RORα) and STAT3 expression were equivalent. Similar to CD4+ memory T cells, IL-23 responsiveness is confined to the CD161+ subset in CD8+CD45RO+ memory T cells, suggesting a similar CD161+ precursor as has been reported for CD4+ Th17 cells. We observed a very strong positive correlation between IL-23 responsiveness and the fraction of CD161+, CD8+CD45RO+ memory T cells (r = 0.80, p<0.001). Moreover, the fraction of CD161+, CD8+CD45RO+ memory T cells gradually decreases with aging (r = −0.34, p = 0.05). Our data define the inter-individual differences in IL-23 responsiveness in peripheral blood lymphocytes from the general population. Variable expression of CD161, IL-23R and RORC affects IL-23 responsiveness and contributes to the inter-individual susceptibility to IL-23-mediated defenses and inflammatory processes.

## Introduction

Interleukin-23 (IL-23) is a member of the IL-12 cytokine family and is comprised of p19 (IL23A) and p40 (IL12B) subunits. By binding to a heterodimeric receptor complex composed of IL-12Rβ1 and IL-23R (IL-23 receptor), IL-23 activates the Janus kinase 2 (JAK2) and tyrosine kinase 2 (TYK2), which in turn leads to the recruitment and phosphorylation of signal transducer and activator of transcription signaling molecules (STATs), in particular STAT3, but also STAT1, STAT4 and STAT5 depending on the cell type [1].

Genome-wide association studies have demonstrated highly significant associations between polymorphisms in IL-23 pathway genes, notably IL-23R, to a number of chronic inflammatory disorders, including inflammatory bowel disease (IBD) [2], psoriasis [3], and ankylosing spondylitis [4]. For instance, multiple single nucleotide polymorphisms (SNPs) in the IL-23R gene demonstrate significant, independent evidence for association with Crohn’s disease [2]. Interestingly, three other IL-23 pathway genes, including IL12B, STAT3 and JAK2, have also been definitively associated with Crohn’s disease, highlighting a central role for IL-23 signaling in disease pathogenesis [5].

Genetic advances have paralleled findings from *in vivo* models that have established an essential role for IL-23 in mediating end-organ inflammation involving the intestine [6]–[9], joints [10], and central nervous system [11]. Increased expression of the IL-23A subunit results in multi-organ inflammation, including intestinal inflammation [12]. Conversely, an intact IL-23 pathway is required for maximal disease expression in a variety of murine models, including both T cell and non-T cell mediated models of intestinal inflammation [6]–[9]. A pro-inflammatory role for IL-23 responsive CD4+ Th17 cells has been established for a variety of inflammatory disorders. The regulated expression of IL-23R represents a key differentiation step, regulated in part by the transcription factors RORγt [13], RORα [14] and STAT3 [15]. IL23R is expressed on multiple cell populations, including CD4+ and CD8+ memory T cells [1], and NKT (natural killer T) cells [16], and stimulation with IL-23 contributes to various functions within these immune cell subsets, including expansion, stabilization and cytokine secretion.

These genetic and molecular studies have unequivocally demonstrated that IL-23 pathway plays a critical role in the pathogenesis of multiple chronic inflammatory disorders. This would imply that differences in IL-23-mediated signaling activity may underlie variable susceptibility to these disorders. However, inter-individual variability in IL-23-induced signal transduction in circulating human lymphocytes has not been well-defined. In this study, we observed marked, reproducible inter-individual differences in IL-23-mediated STAT3 phosphorylation in human peripheral blood CD8+CD45RO+ memory T and CD3+CD56+ NKT cells, with decreased IL-23 responsiveness observed with increased age and with decreased CD161, IL23R and RORC expression. In addition, as has been reported for CD4+ memory T cells, the IL-23 response is confined to the CD161+ subset of CD8+CD45RO+ memory T cells.

## Results

### Significant, Reproducible Inter-individual Variability in IL-23-mediated STAT Phosphorylation in CD8+CD45RO+ Memory T and NKT Cells from Healthy Controls

To better define IL-23-mediated signaling transduction in primary human immune cells, we assessed intracellular STAT phosphorylation (pSTATs) in whole blood stimulated with IL-23 for 15 minutes, the time point we found to result in optimal IL-23-induced STAT activation (Figure S1). Consistent with prior reports in cell lines [1], IL-23 stimulation induced robust STAT3 phosphorylation, as well as STAT4 and STAT5 phosphorylation in CD8+CD45RO+ memory T cells (Figure 1A) and CD3+CD56+ NKT cells (pSTAT3 shown in Figure 1B, data for pSTAT4-5 not shown). However, minimal or no activation of STAT1 was observed (Figure 1A). Most CD8+CD45RO- naïve T cells and CD3−CD56+ NK cells did not demonstrate pSTAT3 (Figure 1B) or pSTAT1/4/5 (data not shown) induction in response to IL-23 stimulation (Figure 1B). As pSTAT3 demonstrated the most robust activation to IL-23, subsequent analyses were focused on pSTAT3. Significant inter-individual differences were observed in IL-23-mediated STAT3 activation (Figure 1C), with some individuals (e.g. Subject #1 in Figure 1C) demonstrating minimal to no induction of pSTAT3, while others (e.g., Subject #2 in Figure 1C) demonstrated strong induction of pSTAT3.

**Figure 1:**
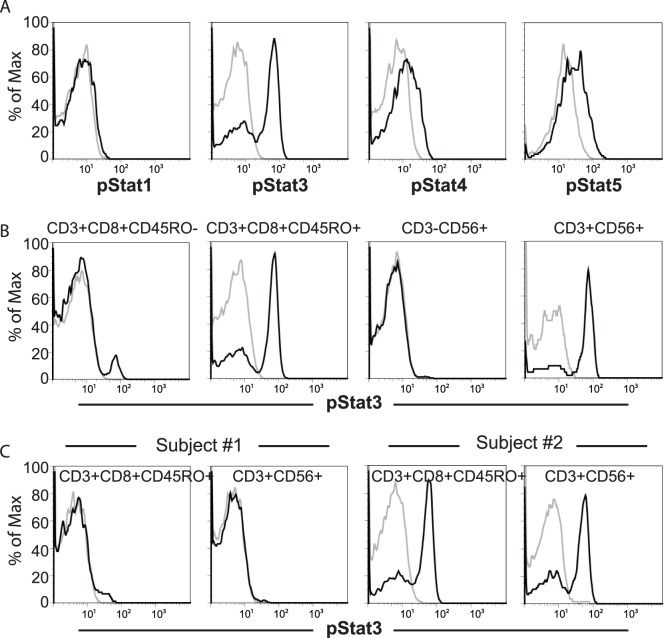
IL-23 stimulation of peripheral blood lymphocytes activates STAT proteins with inter-individual variability in IL-23 responsiveness. Peripheral whole blood was stimulated with 100ng/ml IL-23 for 15 minutes and IL-23-mediated pSTAT induction was assessed by phospho-flow assays for STAT1, 3, 4 and 5. (A) IL-23-mediated pSTAT induction in CD8+CD45RO+ memory T cells. Gray line and black lines represent pSTAT in un-stimulated and IL-23 stimulated samples, respectively. (B) IL-23-mediated pSTAT3 induction in CD8+ naïve (CD45RO-) and memory (CD45RO+) T cells, NK cells (CD3−CD56+), and NKT (CD3+CD56+) cells. (C) Representative individuals showing low (subject #1) or high (subject #2) IL-23 responsiveness.

To assess intra-individual reproducibility of IL-23-mediated STAT3 activation, we repeated the whole blood phospho-flow assays in 25 randomly selected individuals, allowing for at least a three-week interval between replicate studies (Figure 2). The degree of IL-23-mediated pSTAT3 induction was quantitatively measured as the log 2 ratio of the geometric mean fluorescent intensity (GMFI) values of pSTAT3 in IL-23 stimulated cells over unstimulated cells. In CD8+CD45RO+ memory T cells (Figure 2A) and CD3+CD56+ NKT (Figure 2B) cells, intra-individual reproducibility was excellent, such that no significant difference in IL-23 responsiveness was detected between the first and second experiments across the individuals examined (p = 0.18 and 0.85, respectively). In contrast, highly significant inter-individual differences were observed (p<0.001) in both cell subsets. In addition, we carried out the phospho-flow assays under a number of different conditions by varying IL-23 doses or stimulation time (Figure S1) and demonstrated that the observed inter-individual differences in IL-23 responsiveness are not dependent on IL-23 doses or stimulation time. To confirm the trends observed by whole blood phospho-flow assays, we performed western blot analysis of sorted CD8+CD45RO+ memory cells. In individuals demonstrating low (Group #1) and high (Group #2) levels of IL-23-mediated pSTAT3 induction on phospho-flow assays, we observed correlative IL-23-mediated induction of pSTAT3 by western blot analysis (Figure 2C). Taken together, these results demonstrate that peripheral CD8+CD45RO+ memory T and CD3+CD56+ NKT cells from the general population have reproducible, significant inter-individual variability in IL-23-induced STAT3 activation.

**Figure 2:**
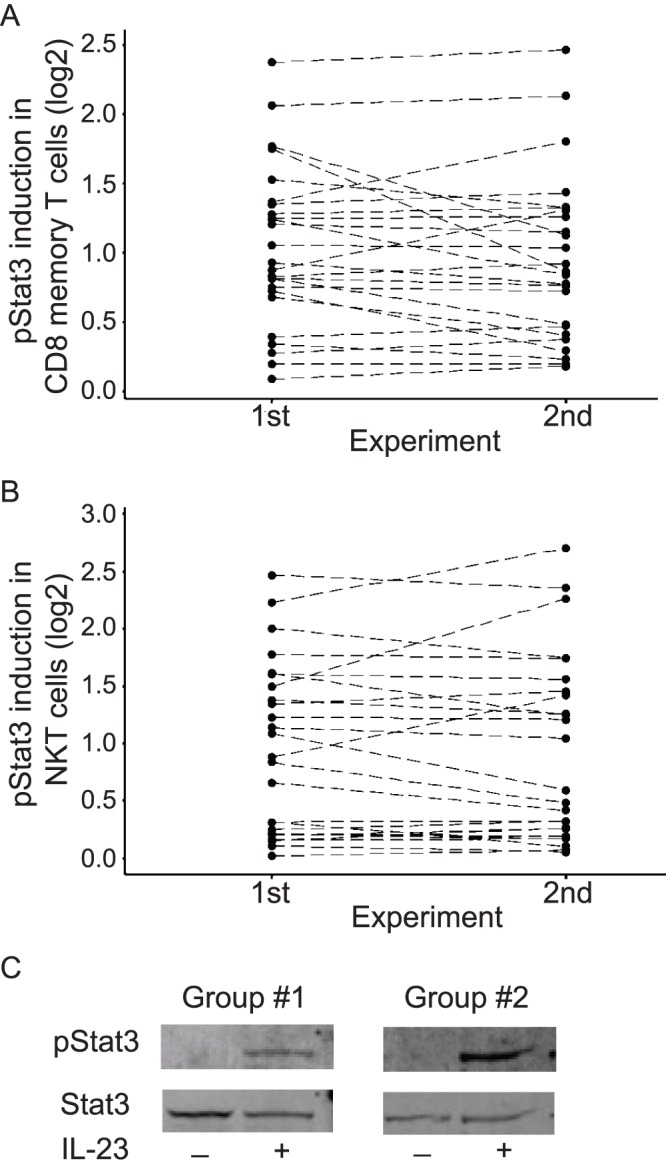
Reproducibility of IL-23 responsiveness as assessed by pSTAT3 induction. Peripheral whole blood was stimulated with 100 ng/ml IL-23 for 15 minutes and pSTAT3 induction was assessed by phospho-flow assay. Repeated measures of IL-23-mediated pSTAT3 induction were performed for 25 randomly selected individuals, with the first and the second experiments separated by at least a three-week interval. IL-23 responsiveness was calculated as the log2 ratio of geometric mean fluorescence intensity (GMFI) of pSTAT3 in stimulated vs. unstimulated samples for (A) CD8+CD45RO+ memory T cells, and (B) CD3+CD56+ NKT cells. (C) IL-23-mediated pSTAT3 induction assessed by Western blot analysis in FACS sorted CD8+CD45RO+ memory T cells from individuals showing low (Group #1) or high (Group #2) IL-23-mediated pSTAT3 induction in phospho-flow assays.

### Age Contributes to Variation in IL-23 Responsiveness in CD8+CD45RO+ Memory T Cells

We next considered factors that might contribute to the significant inter-individual variability in IL-23 responsiveness observed in primary human cells. As it is known that gender and aging may contribute to inter-individual variability in human immune responses [17]–[20], we evaluated gender and age as potential factors contributing to inter-individual variability in IL-23 responsiveness in 82 randomly selected healthy individuals. There was no significant difference in IL-23 responsiveness between males (n = 24) and females (n = 58) (t-test, p = 0.18 and 0.38 in CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells, respectively, data not shown). However, in CD8+CD45RO+ memory T cells, we observed a modest but significant correlation of decreased IL-23 responsiveness with increasing age (Pearson’s correlation coefficient r = −0.37, p = 0.001, Figure 3A).

**Figure 3:**
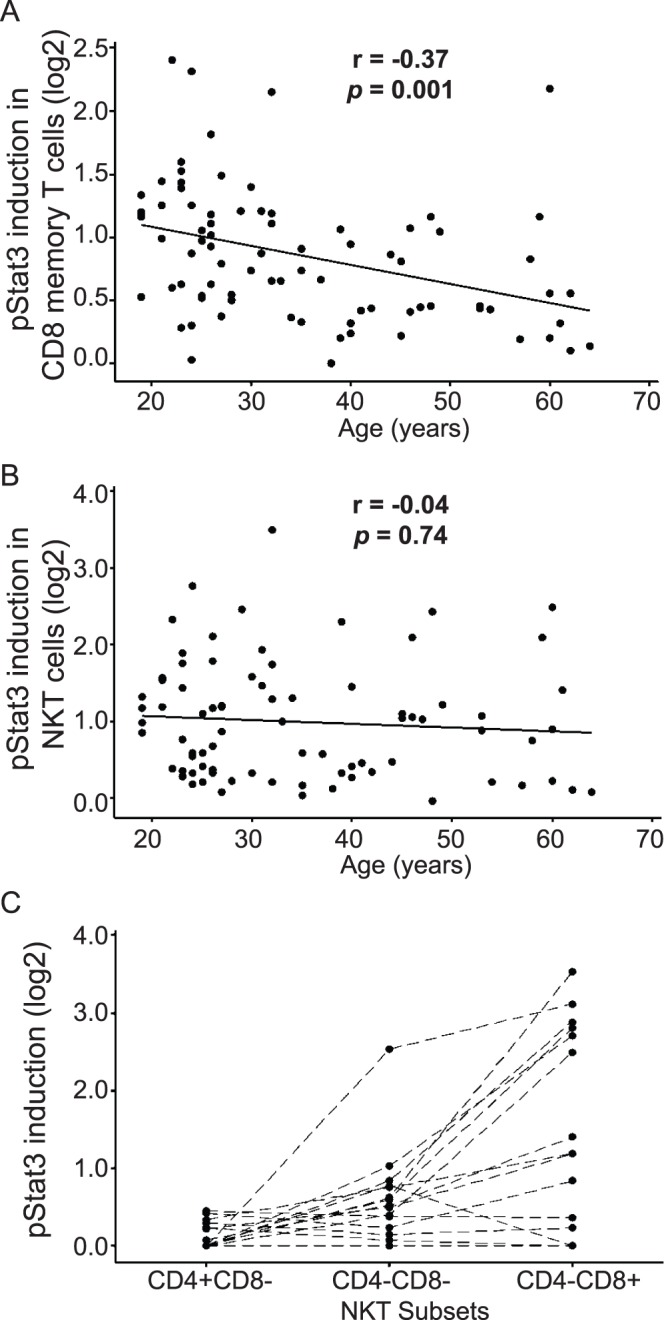
Age-related correlation and subset analysis for IL-23-mediated pSTAT3 induction in CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells. Peripheral whole blood was stimulated with 100 ng/ml IL-23 for 15 minutes and pSTAT3 induction was assessed by phospho-flow assay. IL-23 responsiveness was calculated as the log2 ratio of GMFI of pSTAT3 in stimulated vs. unstimulated samples. Age is significantly associated with IL-23 responsiveness in (A) CD8+CD45RO+ memory T cells (n = 82, r = −0.37, p = 0.001), but not in (B) CD3+CD56+ NKT cells (n = 82, p = 0.50). (C) IL-23 responsive NKT cells are confined to the CD4−CD8+ and CD4−CD8− subsets (n = 20).

We find that IL-23-mediated activation of STAT3 in CD3+CD56+ NKT cells is strongly correlated with that in CD8+CD45RO+ memory T cells (r = 0.70, p<0.001, Figure S2). However, in contrast to CD8+CD45RO+ memory T cells, the IL-23 responsiveness in CD3+CD56+ NKT cells did not show significant correlation with age (p = 0.50, Figure 3B). Because it is known that CD3+CD56+ NKT cells also contain a subset of CD8+ cells, we further investigated the IL-23 responsiveness in NKT cell subsets. Within CD3+CD56+ NKT cells, CD4+CD8−, CD4−CD8+ and CD4−CD8− subsets are observed. Evaluation of a separate cohort of 20 individuals revealed that the IL-23 responsive NKT subsets are confined to the CD4−CD8+ and CD4−CD8− NKT subpopulations (Figure 3C). Therefore, the observed correlation in IL-23 responsiveness between CD3+CD56+ NKT cells and CD8+CD45RO+ memory T cells is partially attributable to a common subset of cells (i.e., CD3+CD8+CD56+CD45RO+). Among CD3+CD56+ NKT subsets, on average, 34.4% (standard deviation, SD: 16.4%, range: 13.5–71.4%) are CD8+CD45RO+ (Table S1 and Figure S3). Conversely, in the CD8+CD45RO+ memory T cells, on average 6.47% (SD: 4.62%, range: 1.21–16.31%) of these cells are CD56+ (Table S1 and Figure S3), consistent with prior reports [21], [22].

### Expression of KLRB1 (CD161), IL-23R and RORC (RORγt) are Significantly Correlated with IL-23 Responsiveness in CD8+CD45RO+ Memory T Cells

To define mechanisms that might be contributing to the differential IL-23-induced STAT3 activation between individuals, we examined mRNA expression differences in CD8+CD45RO+ memory T cells between IL-23 responsive and non-responsive individuals. 

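CD8+CD45RO+ memory T cells were sorted from 4 donors, 2 whose cells phosphorylated STAT3 strongly on IL-23 and 2 whose cells did so weakly. Each donor gave 1 exon array of untreated cells and 1 of cells kept for 6 h with IL-23 at 100 ng/ml, 8 arrays in all. The array carries probes along the exons of each gene, and the authors combined these into 1 signal per gene probe set with the IterPLIER algorithm, on a linear intensity scale. Of the 22011 probe sets in the deposited table, 16828 with a gene assignment entered the comparison, and 11225 of these had a signal of at least 20 on all 8 arrays and were tested. A single gene name could be given to 10016 of the tested probe sets. The median signal of the tested probe sets was 138 and 145 on the arrays of non-responsive donor 2 and 131 on the untreated array of responsive donor 2, and lay between 91.9 and 113 on the remaining arrays. The donor was taken as the replicate: log2 signals of its untreated and IL-23 arrays were averaged, and responsive donors (n = 2) were compared with non-responsive donors (n = 2) by limma, with Benjamini-Hochberg adjustment. Differences are given as responsive minus non-responsive on the log2 scale. The spread in this test was shared by probe sets of like signal and not set by the donors of each gene. The median difference over all tested probe sets was -0.30, and -0.05 once the arrays were scaled to equal medians, so differences are best read against that shift. The number of arrays limits the precision: on simulated donors with the fitted spread, the test recovered 61.9% of 4-fold differences and 4.4% of 2-fold differences among 11225 probe sets.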

We performed a microarray analysis of unstimulated and IL-23 stimulated CD8+CD45RO+ memory T cells from two individuals demonstrating robust IL-23 responsiveness, and two individuals demonstrating low IL-23 responsiveness. Four genes showed genome-wide significant (p-value <0.05 after Bonferroni correction) differential expression between IL-23-responsive and -non-responsive individuals (Table 1), including two transcription factors, CEBPD (CCAAT/enhancer binding protein, delta) and ZBTB16 (zinc finger and BTB domain containing 16), and two transmembrane proteins, MPZL3 (myelin protein zero-like 3) and KLRB1 (killer cell lectin-like receptor subfamily B, member 1, CD161).

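Among the genes higher in IL-23-responsive individuals were KLRB1, which encodes CD161, and ZBTB16, a transcription factor of innate-like T cells. The signal of KLRB1 was 1939 ± 153 (SD, n = 2 donors) in responsive and 506 ± 112 (SD, n = 2) in non-responsive individuals, a log2 difference of 1.95 (standard error 0.37, limma adjusted p = 0.0010). ZBTB16 rose from 44.6 ± 6.98 to 275 ± 25.0 (log2 difference 2.66, standard error 0.56, adjusted p = 0.0042), and CEBPD, a transcription factor of inflammatory responses, from 85.7 ± 19.8 to 395 ± 12.7 (log2 difference 2.24, standard error 0.53, adjusted p = 0.026). MPZL3 had a signal of 739.7 ± 12.6 against 489 ± 2.43, a log2 difference of 0.60 with a standard error of 0.42 (adjusted p = 0.80). On every array of a responsive individual these 4 genes had a higher signal than on any array of a non-responsive individual. The test called 7 probe sets higher and 4 lower in responsive individuals. Only 294 of the 11225 had an unadjusted p under 0.05, where 561 are nominally given by chance. The shared spread may thus be too wide for many genes, and a gene that did not pass is not shown to be equal. The remaining higher genes were ME1, the cytosolic malic enzyme (log2 difference 2.59), SLC4A10, a bicarbonate transporter (2.45), DPP4, the surface peptidase CD26 (1.83), and SLC7A5, an amino acid transporter (1.73, but 1.02 without non-responsive donor 1 and 2.44 without non-responsive donor 2). The lower genes were GZMH, a granzyme (-2.08), CX3CR1, a chemokine receptor of effector T cells (-2.04, and -1.44 or -2.65 without non-responsive donor 1 or 2), and FGFBP2 (-2.04), each a gene of cytotoxic lymphocytes. The name GZMH was taken from Table S2, since the platform annotation gives its probe set no single symbol. The remaining lower probe set, shared by the chemokine genes CXCL1 and CXCL2 (-2.73) and named after its values were seen, was high in 1 non-responsive donor only. Next in order of p, without passing the threshold, were BLK (2.25), SCRN1 (2.17) and B3GALT2 (2.08) among higher genes, and CYRIA (-2.15), AOAH (-1.56), CEMIP2 (-1.62), FCRL6 (-1.85), ENC1 (a 4.01-fold lower signal), ADGRG1 (-1.75) and KLRD1 (-1.37) among lower genes. With the 8 arrays taken as separate samples and a plain t statistic on linear signal, the 4 genes past a Bonferroni threshold were CEBPD, ZBTB16, MPZL3 and KLRB1. No probe set passed in limma without responsive donor 1 (24 with an unadjusted p under 0.05), without responsive donor 2 (101) or on the untreated arrays alone (88), though the log2 differences stayed near in size (KLRB1 1.87, 2.04 and 1.99, ZBTB16 2.57, 2.76 and 2.80). On the IL-23 arrays alone 328 passed (31 higher and 297 lower), all 11 among them. There the median over all tested probe sets was -0.498 on unscaled signal, so this count is to be read against that shift. Without non-responsive donor 1 or 2, the log2 difference of KLRB1 was 2.182 and 1.725, and the median over all tested probe sets -0.507 and -0.056. The paper states that the 4 genes differed with genome-wide significance.

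**Figure D1:**
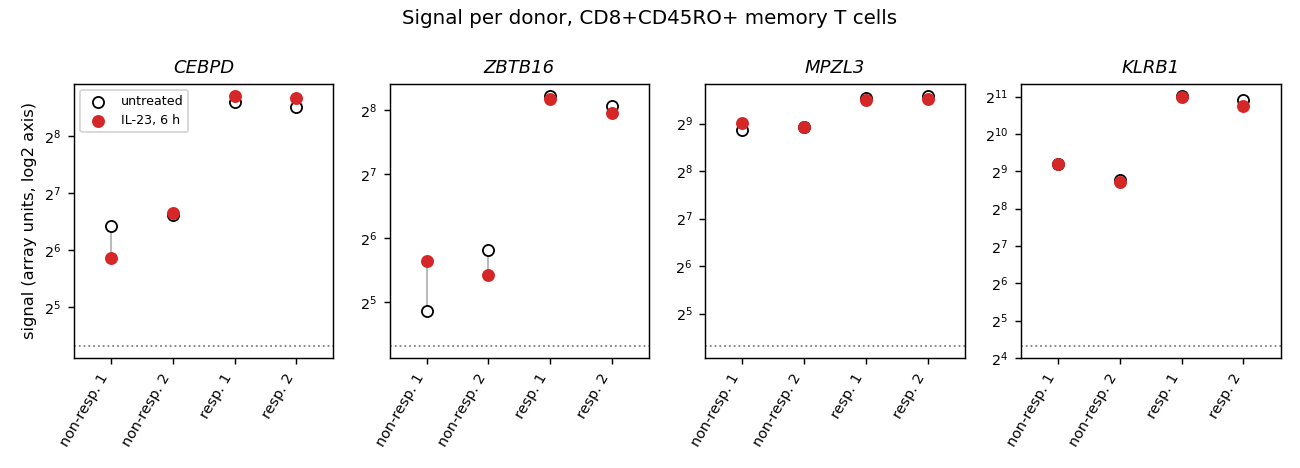
Signal of CEBPD, ZBTB16, MPZL3 and KLRB1 on each array (log2 axis, array units), with the 4 donors along the horizontal axis, open circles for untreated cells, filled circles for IL-23 and a dotted line at a signal of 20. KLRB1 lies between 1721 and 2066 in the responsive donors and between 420.2 and 588 in the non-responsive donors, and all 4 genes separate the groups with either treatment.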

**Table 1:** Selected results of differential gene expression analysis in CD8+CD45RO+ memory T cells from IL-23-responsive *vs.* -non-responsive individuals.

Gene	P-value^1^	Fold change^2^
CEBPD, CCAAT/enhancer binding protein (C/EBP), delta	8.64E-07	4.61
ZBTB16, zinc finger and BTB domain containing 16	1.58E-06	6.16
MPZL3, myelin protein zero-like 3	2.46E-06	1.51
KLRB1 (CD161), killer cell lectin-like receptor subfamily B, member 1	3.87E-06	3.83
IL-23R, interleukin 23 receptor	3.41E-03	2.94
RORC (RORγt), RAR-related orphan receptor C	6.27E-04	4.09
RORA, RAR-related orphan receptor A	1.72E-03	1.55
TBX21 (T-bet), T-box 21	9.30E-03	−1.65
IFNG, interferon, gamma	0.41	–
STAT3, signal transducer and activator of transcription 3	0.19	–
JAK2, Janus kinase 2 (a protein tyrosine kinase)	0.34	–
TYK2, tyrosine kinase 2	0.24	–
IL12RB1. interleukin 12 receptor, beta 1	0.55	–

1 Genome-wide significance threshold (by Bonferroni correction): p = 0.05/11740 = 4.26×10^−6^.

2 Fold change is calculated as (mean expression level in IL-23-responsive subjects/mean expression level in IL-23-non-responsive subjects).

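Over the 4 arrays of each group, the ratio of the arithmetic mean signals equalled the listed fold change at 2 decimals for all 8 genes with a fold change in Table 1. The p-values of the 13 genes were likewise obtained, at the digits printed, from a t statistic on linear signal with 6 residual degrees of freedom, which takes the 8 arrays as separate samples without a term for the donor. On the log2 scale of the donor means, the fold was 6.33 for ZBTB16, 4.71 for CEBPD and 3.87 for KLRB1.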

We also examined the microarray data for differential expression of select genes of known relevance to the IL-23 pathway (Table 1 and Table S2). 

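The gene of the receptor itself, IL23R, had a signal of 72.6 ± 18.3 (SD, n = 2 donors) in IL-23-responsive and 24.7 ± 12.0 (SD, n = 2) in non-responsive individuals. Its lowest responsive array (47.9) lay above its highest non-responsive array (33.9), but 2 non-responsive arrays fell under a signal of 20, so it was outside the main test. With values under 20 set to 20, its log2 difference was 1.46 (standard error 0.54, limma adjusted p = 0.84). The nuclear receptor gene RORA had 1197 ± 91.2 against 774 ± 37.6 (log2 difference 0.62, standard error 0.38, adjusted p = 0.80). TBX21, the regulator of the Tc1 program, had 344 ± 25.4 against 569 ± 138 (log2 difference -0.71, standard error 0.45, adjusted p = 0.80). All arrays of responsive individuals lay above (RORA) or below (TBX21) those of non-responsive individuals, but neither difference passed the adjusted threshold.

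**Figure D2:**
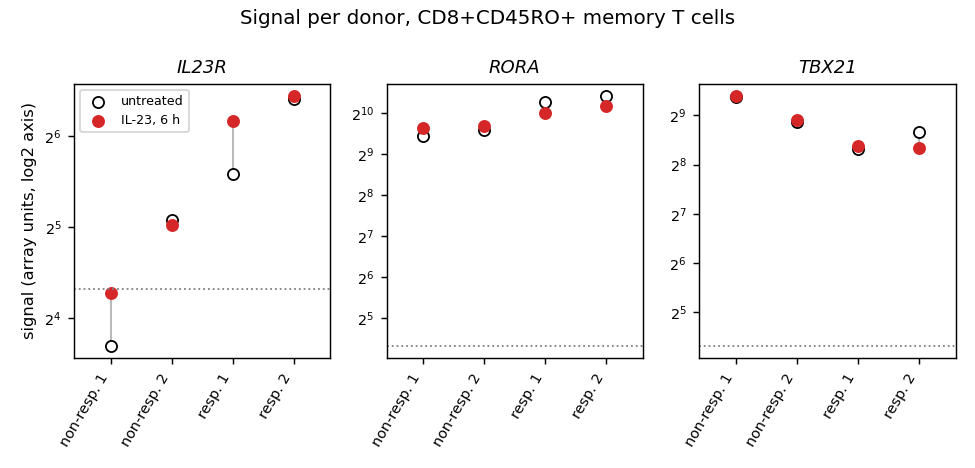
Signal of IL23R, RORA and TBX21 on each array (log2 axis, array units), with the 4 donors along the horizontal axis, open circles for untreated cells, filled circles for IL-23 and a dotted line at a signal of 20. IL23R falls under 20 on both arrays of non-responsive donor 1, and RORA lies at 828 or lower in the non-responsive and at 1018 or higher in the responsive donors.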

Compared to IL-23-non-responsive individuals, we observed increased mRNA expressions of IL-23R, RORC (RORγt, RAR-related orphan receptor C), and RORA (RAR-related orphan receptor A) as well as reduced expression of TBX21 (T-box 21, also known as T-bet) in IL-23-responsive subjects (Table 1). 

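Of 13 genes of IL-23 receptor signalling, 10 were measured and none passed the test between the groups, over all genes or adjusted over the list alone (camera adjusted p = 0.0122 downward with the preset and 0.709 with an estimated correlation). STAT3 had a signal of 442 ± 99.6 (SD, n = 2 donors) in responsive and 675 ± 362 (SD, n = 2) in non-responsive individuals (log2 difference -0.52, standard error 0.43, limma adjusted p = 0.80). The kinase JAK2 had a log2 difference of -0.83 (standard error 0.53), TYK2 of -0.41 (0.48) and the receptor chain IL12RB1 of -0.20 (0.50), none past the threshold. The chemokine receptor CCR6 had 337 ± 38.3 in responsive against 156 ± 76.7 in non-responsive individuals, with every responsive array above every non-responsive array (log2 difference 1.19, standard error 0.51, limma adjusted p = 0.80). IL17F lay near the present threshold, at 27.2 ± 6.24 against 43.2 ± 4.94 (log2 difference -0.69, standard error 0.45, adjusted p = 0.80). The probe set that covers IL17A is shared with other genes and was not used here. Among Tc1 genes, the perforin gene PRF1 had a log2 difference of 0.32 (standard error 0.28) and GZMB, which encodes granzyme B, of -1.34 (standard error 0.39, adjusted p = 0.22). GZMB ranged from 187 to 1254 over the responsive arrays, and the platform annotation gives its probe set to GZMH as well. IFNG was under a signal of 20 on 3 arrays and ranged up to 356, and so was not tested.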

No differential expression was detected for other members of the IL-23 pathway (e.g., IL12RB1, JAK2, TYK2, STAT3, CCR6 or IL17), nor for other Tc1-associated genes (e.g., IFNG, perforin, or granzyme B), between the IL-23-non-responsive and the responsive subjects (Table 1 and Table S2). To further evaluate the correlation between expression levels of these IL-23 pathway genes and IL-23 responsiveness, we performed real-time RT-PCR assays for selected genes in CD8+CD45RO+ memory T cells sorted from 15 individuals that had been selected for having a range of different IL-23 responsiveness. Significant positive correlations were observed between IL-23 responsiveness and mRNA levels for IL-23R (Figure 4A, r = 0.82, p<0.001), RORC (Figure 4B, r = 0.72, p = 0.002) and CD161 (Fig. 4C, r = 0.75, p = 0.002). In contrast, we did not observe a significant correlation in IL-23 response with RORA or STAT3 mRNA expressions (Figure 4D–4E). Therefore, CD8+CD45RO+ memory T cells with increasing IL-23 responsiveness demonstrate increasing levels of CD161, IL-23R, and RORC mRNA expression.

**Figure 4:**
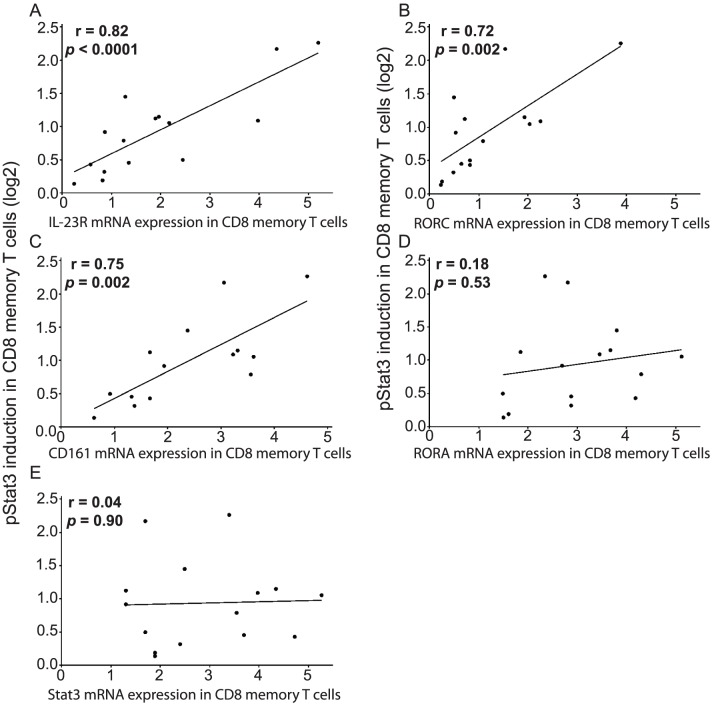
IL-23 responsiveness in CD8+CD45RO+ memory T cells is correlated with IL-23R, RORC and CD161 mRNA expression. Quantitative RT-PCR assays were performed in FACS-sorted CD8+CD45RO+ memory T cells from 15 individuals selected for having a range of IL-23 responsiveness, which were measured by whole blood phospho-flow assays for IL-23-mediated pSTAT3 induction (log2). Correlations were assessed between IL-23 responsiveness and (A) IL-23R, (B) RORC, (C) CD161, (D) RORA, and (E) STAT3 mRNA expression.

### The CD161+ Subset in CD8+CD45RO+ Memory T Cells Represents the IL-23 Responsive Cell Subset and Decreases in Fraction with Increasing Age

The observed positive correlations of CD161, IL-23R and RORC expression with IL-23 responsiveness in CD8+CD45RO+ memory T cells correspond with reports [23]–[26] which indicated that CD161 expression defines a distinct subset in CD4+/CD8+ T cells expressing high levels of IL-23R and RORC and containing virtually all populations of IL-17-secreting T cells. We therefore asked to what extent inter-individual variability in IL-23 responsiveness is correlated with the fraction of the CD161+ subset in CD8+CD45RO+ memory T cells. In a randomly selected 35 individuals, we observed a very strong positive correlation between IL-23 responsiveness and the fraction of the CD161+ subset in CD8+CD45RO+ memory T cells (Figure 5A, r = 0.80, P value <0.001). To further define the unique responsiveness of CD161+CD8+CD45RO+ T cells to IL-23 stimulation, we sorted CD3+CD8+CD45RO+CD161− and CD3+CD8+CD45RO+CD161+ cell subsets and examined STAT3 activation to IL-23 stimulation. We found that IL-23-mediated STAT3 activation was universally observed in the CD161+ fraction, whereas no IL-23 response was seen in the CD161− fraction of CD8+CD45RO+ T cells (Figure 5B). Consistently, CD161+CD8+CD45RO+ T cells exhibit a higher percentage of IL-23R-expressing cells compared to the CD161−CD8+CD45RO T cells (Figure 5B).

**Figure 5:**
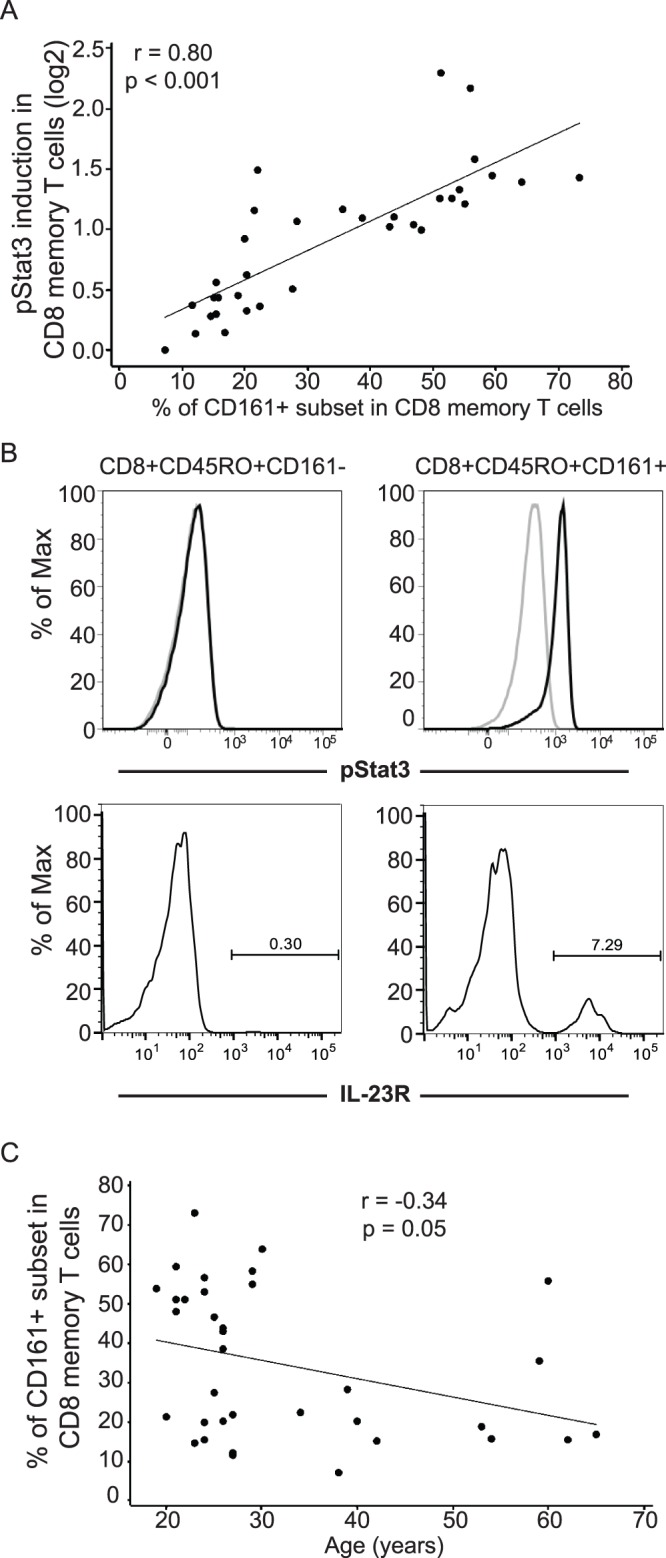
The fraction of CD161+ subset is correlated with IL-23 responsiveness in CD8+CD45RO+ memory T cells and with age. (A) The fraction of the CD161+ subset in CD8+CD45RO+ memory T cells is positively correlated (n = 35, r = 0.80; p<0.001) with IL-23 responsiveness, measured by whole blood phospho-flow for IL-23-mediated pSTAT3 induction (log2). (B) Upper panel: FACS-sorted CD3+CD8+CD45RO+ CD161+ or CD161− T cells were stimulated with or without 100 ng/ml IL-23 for 15 minutes and pSTAT3 induction was assessed by phospho-flow. Representative flow cytometry plots are shown from one of the three individuals assessed. IL-23 responsive CD8+CD45RO+ T cells are confined to the CD161+ fraction. Lower panel: the percent IL-23R-expressing cells in CD8+CD161− or CD8+CD161+ cells are shown. Representative flow cytometry plots are shown from one of the two individuals assessed. (C) The fraction of the CD161+ subset in CD8+CD45RO+ memory T cells gradually declines with age (n = 35, r = −0.34, p = 0.05).

Given the observed correlation of decreasing IL-23 responsiveness in CD8+CD45RO+ memory T cells with increasing age, we next assessed whether and to what extent the fraction of CD161+ subset in CD8+CD45RO+ memory T cells decreases with age. Similar to the age-dependent effects observed in IL-23 responsiveness, we observe a modest but significant negative correlation (Figure 5C) between the percentage of CD161+ cells within CD8+CD45RO memory T cells and age (n = 35, r = −0.34, p = 0.05). Therefore, the decreasing IL-23 responsiveness in CD8+CD45RO+ T cells with increasing age is at least partially due to an age-dependent decline in the fraction of CD161+ subset within the CD8+CD45RO+ memory T cells.

## Discussion

In this study, we demonstrate significant, reproducible inter-individual variation in IL-23-mediated signaling transduction (STAT3 phosphorylation) in both primary human CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells. The inter-individual variability in IL-23 responsiveness in CD8+CD45RO+ memory T cells is at least partially due to an age-dependent decline in the fraction of CD161+ subset within the CD8+CD45RO+ memory T cells. Importantly, we now also show that similar to CD4+ memory T cells [23], [26], IL-23 responsiveness is uniquely confined to the CD161−expressing subpopulation in CD8+CD45RO+ memory T cells. The observed strong positive correlations of IL-23 responsiveness with CD161, IL-23R and RORC expression levels in CD8+CD45RO+ memory T cells imply that elevated CD161 expression is associated with increased levels of IL-23R and RORC expression, expression of which is enriched in Th17 cells. On the other hand, IL-23 responsive subjects showed reduced expression of TBX21/T-bet, which is a master regulator of Tc1 differentiation and prevents Tc17 or Tc2 differentiation [27]. 

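Around TBX21, 22 of 28 cytotoxic (Tc1) genes listed beforehand were measured. GZMH, CX3CR1 and FGFBP2 were lower in responsive individuals, none was higher and 19 did not pass the limma test (8 lower when adjusted over the list alone). The signal of GZMH was 305 ± 147 (SD, n = 2 donors) against 1242 ± 408 (SD, n = 2) in non-responsive individuals, that of CX3CR1 203.8 ± 55.6 against 891 ± 499, and that of FGFBP2 157 ± 71.7 against 602 ± 122. The probe set of GZMH has no single symbol in the platform annotation. KLRD1, a lectin-like receptor of cytotoxic cells, had a log2 difference of -1.37 (standard error 0.39, adjusted p = 0.20), and ZEB2, a transcription factor of effector cells, of -1.27 (standard error 0.46, adjusted p = 0.80). The granzyme genes GZMK and GZMM had differences of -0.03 and 0.25, and the granule gene NKG7 of -0.22, each below its standard error. As a group the list passed in camera, downward, with a preset inter-gene correlation of 0.01 (adjusted p = 9.2e-07), but not with an estimated correlation (0.528) or by fry (0.488). The list's median of -0.47 stood beside that of all genes. TBX21, PRF1 and GZMB are genes the paper itself examined on these samples, and GZMH, FGFBP2, CX3CR1, KLRD1 and ZEB2 all lie in the rows of Table S2 seen when the list was written, so their direction is not independent evidence.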

The IL-23 responsivity in the CD161+ population is consistent with several recent reports [23], [28] suggesting CD161 as a hallmark of cells polarized toward Th17 lineage in CD4+ and CD8+ T cells. Interestingly, age-dependent decreases of CD161 expression have been reported in CD4+ memory T cells [25], [29], as well as in CD8+ memory T cells [30]. On the other hand, enrichment of CD161+ T cells has been observed in tissues samples of several chronic inflammatory diseases [23]–[26], such as Crohn’s disease and multiple sclerosis. A variety of age-dependent alternations in the immune system have been associated with the increased susceptibility to infections and neoplasia with advancing age [31], [32]. Given the central role of the IL-23 pathway in IBD, it may be speculated that a decrease in CD161 expression/IL-23 responsiveness with increasing age may partially explain the decreased disease incidence observed after the peak age of onset in childhood and early adulthood. On the other hand, given the importance of the IL-23 pathway in mediating antimicrobial defenses, it may also contribute to the increased risk of infection with increasing age. However, it is not clear what causes such change in CD161 expression and/or IL-23 responsiveness. The ligand for CD161 has been identified to be lectin-like transcript 1 (LLT1) [33], [34], and LLT1 engagement of CD161 on T cells in the presence of T cell receptor stimulation leads to enhanced proliferation, and increased IL-17 and IFN-γ production by the T cells [33], [35]. Possible additional roles include promoting transendothelial migration [36]. Whether the concordance between CD161 expression levels and IL-23 responsiveness observed in this study merely reflects CD161’s role as a marker for lineage-specificity, or results from an essential functional role of CD161-dependent signaling has yet to be determined.

Not all transcription factors which contribute to IL-23R expression were differentially expressed between IL-23-responsive and –non-responsive subjects in CD8+CD45RO+ memory T cells. While RORC, RORA and STAT3 genes have been implicated in regulating IL-23R expression [14], [15], we only observed robust association between RORC mRNA expression and IL-23 responsiveness. In addition, we observed increased expression of various transcription factors that have not been previously implicated in regulating IL-23 signal transduction. 

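By treatment, RORA had a signal of 1306 ± 84.4 (SD, n = 2 donors) in untreated and 1087 ± 97.9 (SD, n = 2) in IL-23-treated cells of responsive individuals, and 734 ± 54.9 and 814 ± 20.3 in those of non-responsive individuals. STAT3 lay at 439.8 ± 143 and 445 ± 55.8 in responsive individuals, against 635 ± 324 and 714 ± 400 in the others, whose donors differed from each other by more than the groups did. Of 20 genes of the type 17 program, 13 were measured, 1 was higher in responsive individuals (KLRB1), none was lower and 12 did not pass the limma test (2 higher when adjusted over the list alone). The list holds KLRB1, RORA and STAT3, among others that the paper examined on these arrays, so this count is not independent of it. Camera gave the list an adjusted p = 0.0122 with the preset correlation and 0.637 with an estimated correlation.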

The increased expression of CEBPD (CCAAT/enhancer binding protein, delta) in IL-23-responsive individuals is potentially of interest given prior reports of its role downstream of both IL-1β and IL-6 signaling [37]; both of these cytokines have been implicated in CD4+ Th17 differentiation [38], [39]. 

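CEBPD had a signal of 378 ± 17.8 (SD, n = 2 donors) without cytokine and 413 ± 7.66 (SD, n = 2) with IL-23 in responsive individuals. In non-responsive individuals it had 92.2 ± 9.46 and 79.3 ± 30.1. On the untreated arrays alone the log2 difference was 2.04, which did not pass in limma (adjusted p = 1, and 1.7e-06 to 1 over the settings run). In the fit with the donor as a block no change on IL-23 was called for this gene (log2 change -0.07, standard error 0.28, limma adjusted p = 0.999).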

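In untreated cells, ZBTB16 had a signal of 281 ± 22.1 (SD, n = 2 donors) in responsive and 42.5 ± 19.2 (SD, n = 2) in non-responsive individuals. After IL-23 the signals were 268 ± 27.9 and 46.6 ± 5.22. Table S2 places the gene at 11q23.1, where the gene of MPZL3 lies at 11q23.3.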

Finally, ZBTB16 is also increased in IL-23-responsive compared to non-responsive individuals. ZBTB16 is a zinc-finger protein transcription factor family member and has been implicated in the effector program of NKT cells [40]. Taken together, the increased expression of CD161, RORC, IL-23R, and ZBTB16 highlights shared transcriptional regulation between NKT and IL-23 responsive CD8+CD45RO+ memory T cells.

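Of 20 genes of innate-like CD8+ T cells listed beforehand, 18 were measured, 6 were higher in IL-23-responsive individuals, none was lower and 12 did not pass the limma test (10 higher when adjusted over the list alone), and 17 of the 18 lay above 0. The list's median log2 difference was 1.30, against -0.30 over all genes. As a group the list passed in camera with the preset correlation (adjusted p = 9.8e-36), but not with an estimated correlation (0.196) or by fry (0.0876). The 6 were ZBTB16, KLRB1, CEBPD, ME1, SLC4A10 and DPP4, with SLC4A10 at 704 ± 105 (SD, n = 2 donors) in responsive and 129 ± 37.8 (SD, n = 2) in non-responsive individuals, DPP4 at 1249 ± 344 against 347 ± 48.6 and ME1 at 399 ± 122 against 65.3 ± 4.14. CXCR6, a homing receptor, had a log2 difference of 1.51 (standard error 0.43, adjusted p = 0.20) and IL18RAP, a chain of the IL-18 receptor, of 1.41 (standard error 0.39, adjusted p = 0.16), while MAF had -0.13 (standard error 0.54). KLRB1, ZBTB16, CEBPD and CCR6 were among the genes the paper examined on these samples, and the first rows of Table S2, with CXCR6, SLC4A10, IL18RAP, ME1 and DPP4, had been seen when the list was written, so the direction is not independent evidence. Without responsive donor 1 or 2, none of the 18 passed, with medians of 1.17 and 1.35, and on the untreated arrays the median was 1.38. From the higher CD161, IL-23R and ZBTB16, with other genes, the paper proposes a regulation shared with NKT cells.

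**Figure D3:**
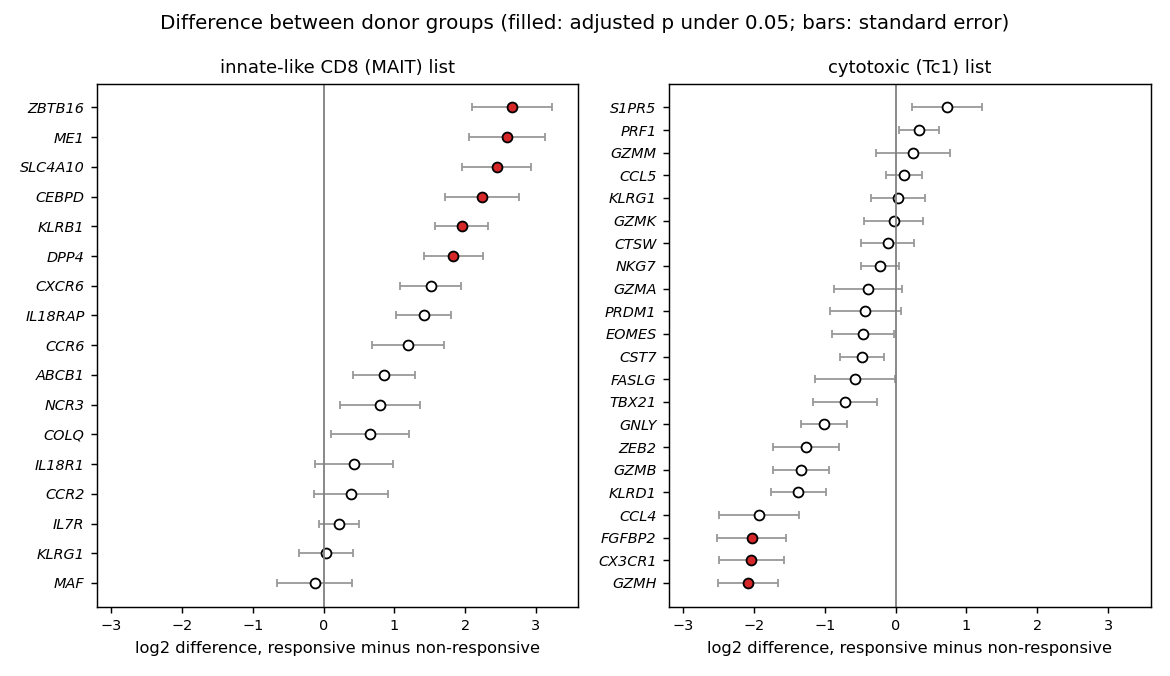
Log2 difference between responsive and non-responsive donors (horizontal axis) for measured genes of the innate-like CD8 (MAIT) list and the cytotoxic (Tc1) list, with bars of 1 standard error and filled points for an adjusted p under 0.05. Of the innate-like list 1 measured gene is not shown. All points shown for that list but MAF lie above 0, and in the cytotoxic list 5 of 22 do.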

In addition to increased CD161, another differentially expressed transcript common to the present microarray analysis and a previously reported CD4+ Th17 comparative microarray analysis [23] is that of increased expression of GALNT10 (UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 10) (Table S2). 

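GALNT10 had a signal of 412 ± 3.13 (SD, n = 2 donors) in responsive and 272 ± 26.8 (SD, n = 2) in non-responsive individuals, higher on every responsive array. Its log2 difference was 0.61 (standard error 0.48, adjusted p = 0.80 from limma), which did not pass. Of 13 genes of the GALNT family, 11 were measured and none passed. GALNT14 had a difference of 0.64 and GALNT4 of 0.49, while the remaining members lay between -0.36 and -0.03. Its name was taken from Table S2, since the platform annotation gives its probe set several symbols.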

In the prior study [23], GALNT10 was increased in Th17 compared to Th1 clones. GALNT10 initiates the synthesis of mucin-type oligosaccharides by transferring GalNAc [41].

It was previously reported that IL-23 induces STAT1, STAT3, STAT4 and STAT5 phosphorylation in human T cell lines [1]. Consistent with these findings, we also observed robust STAT3, STAT4 and STAT5 phosphorylation in response to IL-23 stimulation in primary human CD8+CD45RO memory T cells and CD3+CD56+ NKT cells. However, we detected minimal to no STAT1 activation. Interestingly, two studies from the same group have shown that IL-23 induces phosphorylation of STAT3 and STAT4 but not STAT1 or STAT5 in human primary CD3+CD56+ T cells [42], and phosphorylation of STAT1, STAT3 and STAT4, but not STAT5, in T cell blasts transduced with IL-23R [43]. The reasons for the observed discrepancy in IL-23-induced STAT1 and STAT5 phosphorylation are unclear at this time, but are possibly related to differences in cell types and experimental conditions (e.g., IL-23 doses).

In CD3+CD56+ NKT cells, IL-23-induced STAT3 phosphorylation was observed in CD4−CD8+ and CD4−CD8− subsets, but not in the CD4+CD8− subset. Furthermore, a fraction of CD4−CD8+ and CD4−CD8− NKT subsets also express CD161 (Table S1), which is consistent with previous reports [21], [44]. CD4−CD8+ and CD4−CD8− NKT subsets have been reported to have increased cytotoxicity and increased secretion of select cytokines relative to the CD4+CD8− subset, with CD4−CD8− NKT cells having particularly enhanced IL-17 secretion [45]. Moreover, human NKT cells require various factors in order to optimally produce IL-17, include stimulation by IL-23 [46].

In summary, we defined significant, reproducible inter-individual variation in IL-23-mediated signaling transduction in primary human CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells from healthy individuals. IL-23 responsiveness in CD8+CD45RO+ memory T cells is confined to the CD161+ subset, whose fraction within the CD8+CD45RO+ memory T cells gradually declines with aging. Variable expression of CD161, IL-23R and RORC affects IL-23 responsiveness and likely contributes to the inter-individual susceptibility to IL-23-mediated defenses and inflammatory processes. The IL-23/Th17 pathway contributes to multiple autoimmune and inflammatory diseases. Furthermore, the identification that IL-23R disease protective polymorphisms result in a loss-of-function resulting in decreased IL-23R signaling and decreased Th17 and Tc17 cells [47]–[49], highlights the importance of the relationship between inter-individual variation in this pathway to inflammatory disease susceptibility. The current studies provide insight into additional contributions to the important inter-individual variation in the IL-23 pathway responses.

## Materials and Methods

### Human Subjects

This study has been approved by Yale University Institutional Review Boards. A written informed consent has been obtained from each individual healthy donor, and the consent procedure has also been approved by Yale University Institutional Boards. To minimize ethnic difference, all the subjects are limited to Caucasians of European ancestry. The study included 82 healthy, unrelated donors, each with no personal or family history of IBD, and no personal history of psoriasis, systemic lupus erythematosus, rheumatoid arthritis, multiple sclerosis or HIV.

### Antibodies

Alexa647-conjugated phospho-specific monoclonal antibodies against pSTAT1 (pY701, clone 4a), pSTAT3 (pY705, clone 4), pSTAT4 (pY693, clone 38), pSTAT5 (pY694, clone 47) and surface marker antibodies to human CD3-PerCPCy5.5 (SK7), CD3-PECy7 (SK7), CD4-Pacific Blue (RPA-T4), CD4-V500 (RPA-T4), CD8-FITC (RPA-T8), CD8-APC (RPA-T8), CD8-PerCP (RPA-T8), CD45RO-PE (UCHL1), CD161-PE (DX12), and CD161-FITC (DX12) were obtained from BD Biosciences (San Jose, CA). FITC-conjugated anti-human CD56 (clone C5.9) was purchased from Sigma (St Louis, MO). Anti-human CD45RO-Pacific Blue (UCHL1) was obtained from BioLegend (San Diego, CA). IL-23R-APC (clone 218213) was obtained from R&D Systems (Minneapolis, MN).

### Whole Blood Phospho-Flow Assay

Intracellular phospho-epitopes were measured using whole blood phospho-flow. Briefly, whole blood samples were left untreated or stimulated with recombinant human IL-23 (R&D Systems, Minneapolis, MN). After the stimulation, cells were immediately fixed and washed, and then permeablized by using BD Phosflow buffers (BD Biosciences). After permeabilization, cells were stained with corresponding surface and intracellular phospho-antibodies and analyzed using FACSCalibur or LSRII flow cytometer (BD Biosciences). FlowJo (Tree Star, Ashland, OR) was used for data analysis. CD8 naïve and memory T cells were gated as CD3+CD8+CD45RO- and CD3+CD8+CD45RO+, respectively. NK and NKT cells were gated as CD3+CD56− and CD3+CD56+, respectively. For both unstimulated and IL-23 stimulated cell subsets, the GMFI values of pSTATs were computed. IL-23 responsiveness was calculated as the log2 ratio of GMFI of pSTAT3 in stimulated vs. unstimulated samples.

### Fluorescence-activated Cell Sorting and Analysis

Peripheral blood mononuclear cells (PBMC) were isolated by Ficoll (***Ficoll*** **-**Paque PREMIUM, GE healthcare, Piscataway, NJ) density gradient separation. PBMC were stained with CD3-PECy7, CD8−APC, and CD45RO-Pacific Blue, and CD8 memory T cells were then separated by cell sorting with a FACSAria cell-sorting system. In some cases, CD161 staining was added to further sort CD161+ and CD161- memory CD8+ T cells. Sorted cells were subjects to RNA or protein isolation for real-time RT-PCR or Western blotting, respectively or phospho-flow.

### Western Blotting

FACS Sorted CD8+CD45RO+ memory T cells were either left untreated or treated with 100 ng/ml IL-23 for 15 min at 37°C. Because of low amount of total protein isolated from each subject due to limited number of cells, we pooled four protein samples into groups of low or high IL-23 responders (two samples in each group) based on the phospho-flow data. Western blotting was carried out using protocols established in our previous studies [50].

### Gene Expression Profiling

Sorted CD8+CD45RO+ memory T cells were either left untreated in RPMI-1640 complete medium or treated with IL-23 at 100 ng/ml for 6 h at 37°C. RNA was extracted by RNeasy Mini kit (Qiagen, Valencia, CA) and tested on GeneChip ***Human Exon*** 1.0 ST Arrays (Affymetrix, Santa Clara, CA) by the Microarray Core Facility at Yale Keck Biotechnology Resource Laboratory. The gene-level expression values were estimated by using IterPLIER algorithm implemented in the Affymetrix Expression Console software. Since results from genes with low expression values close to the noise level may not be reliable, only genes with minimum gene expression signals of 20 were called “present” and subjected to further analyses. This threshold was estimated based on the median expression signals of negative control probe sets. 

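In the deposited table, 13337 to 14314 of the 16828 probe sets that entered had a signal of at least 20, depending on the array, and 11225 reached it on all 8. Taking 4 of the 8 arrays as enough left 14236 probe sets, and a minimum of 50 on all arrays left 6948.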

After excluding “absent” gene probe sets and Affymetrix control probe sets (spike, negative, and positive controls), a total of 11740 gene probe sets (Table S2) were tested for differential expression using Partek Genomics Suite (Partek Incorporated, St. Louis, MO). Genome-wide significance threshold was determined using a Bonferroni correction (p = 0.05/11740 = 4.26×10^−6^). All microarray data is MIAME compliant and the raw data has been deposited in GEO database. The GEO accession number is GSE42051.

### Real-Time RT-PCR

RNA was isolated from sorted CD8+CD45RO+ memory T cells by RNeasy Mini Kit (Qiagen, Valencia, CA), and was reverse transcribed to cDNA with TaqMan Reverse Transcription Reagents (Applied Biosystems, Foster City, CA). Quantitative RT-PCR was performed with TaqMan gene expression assays (Applied Biosystems) on an ABI PRISM 7900HT Sequence Detection System. The following TaqMan gene expression assays were used (Applied Biosystems assay identification numbers in parentheses): IL-23R (Hs01001361_ml), RORC (Hs01076112_ml), RORA (Hs00536545_ml), CD161 (Hs00174469_m1), and STAT3 (Hs00374280_ml). For each sample, mRNA expression was normalized to beta-actin.

### Statistical Analyses

Two-way ANOVA was employed to test the significance of intra-individual reproducibility and inter-individual difference of IL-23 responsiveness in CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells. Two-sample t-test was used to test the difference of IL-23 responsiveness between males and females. Correlation analyses were carried out between IL-23 responsiveness and various factors, such as age, mRNA expression levels of several genes, and percentage of CD161+ subset in CD8+CD45RO+ memory T cells using Minitab v15 (Minitab Inc, State College PA).

## Supporting Information

Figure S1 Inter-individual variability in IL-23 responsiveness in CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells is independent of IL-23 doses and stimulation time. A-B. Peripheral blood samples from two healthy individuals were stimulated with various concentrations of IL-23 for 15 minutes. IL-23-induced STAT3 phosphorylation was assessed by phosphor-flow assay. C-D. Peripheral blood samples from two healthy individuals were stimulated with Il-23 (100 ng/ml) for different time periods. IL-23-induced STAT3 phosphorylation was assessed by phosphor-flow assay.
(EPS)

Figure S2 Correlation of IL-23 responses between CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells. Peripheral whole blood samples were stimulated with 100 ng/ml IL-23 for 15 minutes and pSTAT3 induction was assessed by phospho-flow assay. IL-23 responsiveness was calculated as the log2 ratio of GMFI of pSTAT3 in stimulated vs. unstimulated samples, in CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells, respectively.
(EPS)

Figure S3 Sample plot of subset gating in CD8+CD45RO+ memory T cells and CD3+CD56+ NKT cells. Peripheral whole blood samples were stimulated with 100 ng/ml IL-23 for 15 minutes and pSTAT3 induction was assessed by phospho-flow assay. Percentages are shown from the parent population, which is calculated by dividing the number of cells in the subpopulation by the number of cells in its direct ancestor population.
(EPS)

Table S1 Overlap between CD8+CD45RO+ memory T cells, CD3+CD56+ NKT cells, and CD3+CD161+ cells in peripheral blood.
(PDF)

Table S2 Genes differentially expressed between IL-23-responsive and non-responsive subjects.

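The supplementary table lists, for each probe set, the gene assignment, the p and t of the comparison, the mean signal of each group and the fold change. Its first rows were used here, for gene names and for a check of how its values were made. For all 1989 of these that entered here, the group means equalled the arithmetic means of the arrays within 0.1% and t equalled the statistic on linear signal within 0.02. On log2 signal, t came within 0.02 for only 166 of the 1989.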

(XLSX)

# Supplementary material for: Age and CD161 Expression Contribute to Inter-Individual Variation in Interleukin-23 Response in CD8+ Memory Human T Cells
**Source:** PLoS One. 2013 Mar 1;8(3):e57746. doi: 10.1371/journal.pone.0057746
**Supplement:** Table S1 — Overlap between CD8+CD45RO+ memory T cells, CD3+CD56+ NKT cells, and CD3+CD161+ cells in peripheral blood.

Table S1. Overlap between CD8+CD45RO+ memory T cells, CD3+CD56+ NKT cells, and CD3+CD161+ cells in peripheral blood

	**Mean**	**SD**	**Range**
# of healthy donors	15		
Age (years)	31.4	12.21	19-60
CD3+CD8+CD45RO+ memory T			
CD56+	6.47 %	4.62 %	1.21 – 16.31 %
CD161+	33.70 %	18.06 %	11.52 – 55.86 %
CD56+CD161+	5.16 %	5.00 %	0.49 – 15.61 %
CD3+CD56+ NKT cells			
CD8+CD45RO+	34.38 %	16.41 %	13.52 – 71.35 %
CD161+	51.30 %	23.82 %	16.37 – 85.85 %
CD8+CD45RO+CD161+	26.86 %	19.29 %	1.92 – 66.89 %
CD3+CD161+			
CD8+CD45RO+	23.59 %	9.82 %	9.19 – 43.55 %
CD56+	6.56 %	3.60 %	1.37 – 13.68 %
CD8+CD45RO+CD56+	1.83%	1.53 %	0.13 – 4.58 %

Percentages are fractions of each subset within CD8+CD45RO+ memory T cells, CD3+CD56+ NKT cells, or CD3+CD161+ cells. SD, Standard Deviation.

How the deposited data were processed for this re-analysis (not part of the article)

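Gene expression was measured with exon arrays on sorted CD8+CD45RO+ memory T cells of 4 donors, 2 IL-23-responsive and 2 non-responsive, each untreated and after 6 h with IL-23 at 100 ng/ml (8 arrays). The authors made 1 intensity per gene probe set with the IterPLIER algorithm in Affymetrix Expression Console, and the deposited values are these intensities on a linear scale. The sources used here name no further normalization between arrays. The submitters' processing notes name Affymetrix Expression Console and Partek, without versions.

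Gene names came from the platform annotation, which lists 16840 of the 22011 probe sets, 14432 with 1 gene symbol and 2408 with several, and otherwise from the first 1998 rows of Table S2. Neither table lists 5097 probe sets, among them the array's control probe sets as far as these tables tell, and these were left out. A further 86 probe sets were left out: XIST, Y-linked, HLA, KIR and antigen receptor genes, and genes with common deletions. Where several probe sets carried 1 gene name, the one with the highest mean signal was reported. Symbols were updated through RefSeq, assembly GRCh38.p14, and no coordinates are given, since the authors' files name no build. Chromosome bands are those in Table S2. Its first rows hold the smaller p-values of the paper's comparison, so the 301 tested probe sets named only there were named partly through the outcome. Without the probe sets that the platform annotation does not list, some counts adjusted over the list alone fell. They were 1 higher for type 17, 3 lower for interferon-stimulated genes, and 0 for STAT3 targets and T cell identity. The paper's 11740 tested probe sets stand beside 11225 here.

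Signals were taken as log2, after keeping probe sets with a signal of at least 20 on all 8 arrays, which was the reading of the paper's minimum signal. The comparison of responsive with non-responsive individuals used the mean of each donor's 2 arrays (n = 2 donors per group) and limma 3.58.1 in R 4.3.3, with an intensity trend in the empirical Bayes step. Its prior degrees of freedom were infinite, so the spread came from the trend over all probe sets and not from the donors of a gene. This lets a probe set with unlike donors pass. The change on IL-23 was fitted on all 8 arrays with the donor as a block, over all donors, within each group and as the difference between groups. The pairing of the arrays by donor comes from the sample labels. Adjusted p-values are Benjamini-Hochberg, and 0.05 was the threshold. All tests are two-sided.

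Gene lists (type 17, innate-like CD8 (MAIT), cytotoxic (Tc1), naive and central memory, IL-23 receptor signalling, STAT3 targets, T cell identity, CD4 and regulatory T cells, B cells, monocytes and neutrophils, NK cells, erythrocytes and platelets, immediate early and stress, housekeeping, chemokine receptors, GALNT family, interferon-stimulated, cell cycle, cholesterol synthesis) were fixed before the data were examined, as were the tests and most alternatives, but after the first 1998 rows of Table S2 had been seen. Lists with at least 3 measured genes were tested with camera (preset inter-gene correlation 0.01, then estimated) and fry. Named genes are those the paper names for the arrays, the 10 largest rises and falls between groups past the threshold with all arrays of both responsive donors on 1 side of all arrays of the non-responsive donors (filled by smallest p where fewer passed), 5 per direction for IL-23 with the same sign in all donors and for the difference in its change with both donors of a group on 1 side, and members of the lists. Probe sets with no single symbol were not named, except where a count of 5 or fewer included them.

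The fits were tested on simulated data, 20 sets of 11225 probe sets with 200 changed by 2-fold or 4-fold. Of the calls, 3.07% were false between groups and 4.62% for IL-23. The IL-23 fit recovered 45.6% of 2-fold and 99.8% of 4-fold changes. The simulated spread was the fitted one, so spreads that differ between genes of like signal were not covered. Alternatives were other filters, log2(signal + 16), quantile normalization, equal medians, no intensity trend, a random donor block, each treatment alone, the donor number as a block, each donor left out, plain t statistics over 8 arrays on linear or log2 signal, Bonferroni adjustment, and 3 settings chosen after seeing the data (platform names only, robust empirical Bayes, and without the untreated array of responsive donor 2). Figures were drawn with matplotlib 3.10.9.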

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

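The paper's text does not discuss 7 named genes that passed the test between the groups. The log2 difference, responsive minus non-responsive, was 2.59 for ME1, 2.45 for SLC4A10, 1.83 for DPP4, 1.73 for SLC7A5, -2.08 for GZMH, -2.04 for CX3CR1 and -2.04 for FGFBP2. The paper does not report the change on IL-23 from these arrays. Over all 4 donors, 1 probe set, shared by MTNR1A and F11-AS1 and named after its values were seen, was called higher after IL-23 in limma (53 with an unadjusted p under 0.05, where 561 are given by chance). It rests on non-responsive donor 1, with a log2 change of 2.92 there and of -0.21 to 0.81 in the remaining donors. For 3 probe sets the change differed between the groups by the test of the difference itself. They were ODF2L (-2.21, responsive minus non-responsive) and 2 named after their values were seen, shared by HABP4 and CDC14B and by BLTP3B and PXK. ODF2L changed by -0.77 in responsive donor 1 and by -1.87 in responsive donor 2, and by 1.46 and 0.31 in non-responsive donors 1 and 2. Its largest changes thus lay in responsive donor 2 and non-responsive donor 1, and without the donor block 0 probe sets were called. Of the remaining 2, 1 changed by -0.75 and -1.45 in responsive donors 1 and 2, and 1 by 0.12 and -2.02. The last rests on responsive donor 2, which stood apart as described below. Of the tests below, those of the innate-like list's other members, of the NK genes, and of the scale and axis of responsive donor 2 were chosen after the result, or part of it, had been seen.

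The median of the innate-like CD8 (MAIT) list lay above that of all genes in the responsive donors. After quantile normalization the list's median still stood 1.64 above that of all genes, where under 0.25 was needed for unequal scale between arrays. A shift shared by all genes cancels in this measure before any normalization (1.61 with and without equal medians). Such a shift therefore cannot produce the gap, and the test adds little on scale. A candidate explanation, a larger share of MAIT cells (innate-like T cells with high CD161) in the responsive donors, stays open. In the paper's flow cytometry the CD161+ fraction of such memory cells rose with responsiveness, which goes with it, but MAIT cells themselves were not counted. The list's 10 members other than the paper's genes, CXCR6, SLC4A10 and IL18RAP had a median of 0.542, but 5 of them, ME1 and DPP4 included, lie in the rows of Table S2 seen beforehand. The remaining 5 had a median of 0.216 and are those with the larger p in the paper's test, so neither value decides. The 4 donors can be parted into 2 and 2 in 3 ways, of which 1, the real one, gave a list median this far from that of all genes (1.61, highest other 0.329 in size), and 3 ways are too few for a share under 0.05.

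The cytotoxic genes GZMH, CX3CR1 and FGFBP2 were lower in the responsive donors. These genes are also abundant in NK cells, which a sort on CD3, CD8 and CD45RO is meant to remove. The 5 measured genes more particular to NK cells had a median log2 difference of -0.447, between the bounds set for either outcome: NCR1 had -1.11, NMUR1 -0.64, TYROBP -0.45, NCAM1 0.06 and KLRF1 0.93, the last high in 1 responsive donor only (199.6 ± 220.4, SD, n = 2, against 65.7 ± 7.08). The cytotoxic list's median minus that of all genes was -0.163 in the real grouping, no further from 0 than when the donors were parted by number (-0.163) or crossed (0.261). The paper reports that the CD161+ fraction of CD8+CD45RO+ cells rises with responsiveness, so the mix of subsets may differ too. NK cells in the sorted cells of the non-responsive donors, another subset mix or another state of their CD8+ T cells cannot be told apart.

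Responsive donor 2 stood apart in its change on IL-23: 2478 probe sets moved by at least 2-fold between its arrays, against 472 in responsive donor 1, 814 in non-responsive donor 1 and 103 in non-responsive donor 2. After quantile normalization these counts were 1717, 650, 748 and 38, so scale is not the whole cause. With that normalization 1322 probe sets had an unadjusted limma p under 0.05 in the responsive donors, where 561 are nominally given by chance. That count pools both responsive donors, and the non-responsive donors gave only 170, so 561 is not a firm reference. After the same normalization, the change in responsive donor 2 ran against the difference between the untreated arrays of the 2 non-responsive donors (r = -0.538 across genes, which are not independent replicates), so an axis between arrays that is seen without IL-23 may account for much of it. A response to IL-23 shared by the responsive donors stays open, since the changes of these donors correlated at r = 0.162 across genes.

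With the 8 arrays taken as separate samples and linear signal, the real split into 4 and 4 gave 16 probe sets past the adjusted threshold, and 2 of the 35 splits, the real one included, gave as many, so chance is not excluded for that count. At the Bonferroni threshold the real split gave 4 and the highest other 2 (1 of 35 splits as many), but most splits part the 2 arrays of a donor, which are not exchangeable, and the 3 that keep them together are too few for a share under 0.05. With donor means in limma, these 3 gave 11 (the real one), 49 (parted by donor number) and 1. The 49 point to a structure other than responsiveness. Array scale may add to it, since that split puts the arrays of highest median signal (131.3 to 145.4) on 1 side, and signals were not scaled for it. The IL-23 array of responsive donor 2, on the same side, had a median of only 95.81. Same-numbered donors still deviated together after quantile normalization (r = 0.517 across genes), so scale is not the whole of this structure. Over the 35 splits, the highest other split at the adjusted threshold gave 3785. It sets the untreated array of non-responsive donor 1, both arrays of responsive donor 1 and the IL-23 array of responsive donor 2 against the rest. These are the arrays of lowest median signal (91.9 to 99.9, against 112.9 to 145.4). The splits were run on unscaled signal, so array scale may account for this count, which was not tested. For IL-23 over all donors, 5 of 8 assignments of the arrays within donors gave as many calls as the real one (1, highest other 71), and 8 assignments are too few for a share under 0.05.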

How the results depend on the processing

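The 3 settings named last in the processing summary were chosen after seeing the data. Only the genes the paper names and those named for the difference between groups were followed singly, 33 in all. Their direction was kept in the settings run but for STAT3, JAK2 and IL12RB1, none of which passed in a setting with a turned sign: IL12RB1 became 0.078 on the IL-23 arrays, 0.062 after quantile normalization and 0.054 with equal medians, and ran from -0.556 to 0.161 leaving out a donor (positive without responsive donor 1 or non-responsive donor 1). JAK2 became 0.0193 on the untreated arrays, and STAT3 ran from -1.09 to 0.0568 leaving out a donor (positive without non-responsive donor 2). The count of probe sets differing between the groups was 11 (7 higher, 4 lower). An unadjusted p under 0.05 was found for 294, where 561 are nominally given by chance. It was 23 (16 and 7) with a random donor block, 23 (9 and 14) with 20 on 4 of 8 arrays, 62 (19 and 43) with no filter, 37 (25 and 12) after quantile normalization, 27 (21 and 6) with equal medians, 14 (8 and 6) without an intensity trend, 328 (31 and 297) on the IL-23 arrays, 0 on the untreated arrays (0 and 0, 88 with an unadjusted p under 0.05), 6 (4 and 2) with Bonferroni adjustment, and 34 (13 and 21) without the untreated array of responsive donor 2. All 11 were among the calls of the random block, of the looser filter, of no filter, of both scalings, of log2(signal + 16), of the IL-23 arrays and of the last setting. Without an intensity trend 8 of them were, KLRB1, DPP4 and SLC7A5 losing the call, and without non-responsive donor 1 only 6, with CEBPD, SLC7A5, GZMH, CX3CR1 and FGFBP2 losing it. Of the calls of the t statistic over 8 arrays, 3 on linear and 4 on log2 signal were among the 11. The t statistic over 8 arrays gave 16 (10 and 6) on linear and 14 (12 and 2) on log2 signal, and with Bonferroni adjustment 4 (4 and 0) and 2 (2 and 0). Leaving out 1 donor gave 0 to 60 (0 to 10 higher, 0 to 54 lower): 0 without responsive donor 1 (24 with an unadjusted p under 0.05), 0 without responsive donor 2 (101), 60 without non-responsive donor 1 and 18 without non-responsive donor 2, where 1 group is a single donor assumed to vary like the other. With robust empirical Bayes it was 10 (7 and 3), and the probe set shared by CXCL1 and CXCL2, high in 1 donor, was no longer called. On the unscaled IL-23 arrays the median difference over all tested probe sets was -0.498, against -0.299 in the main test, and most calls were lower. The cause of these changes was not tested.

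The donors share only a number, and with the number as a block the count was 96 (34 and 62), with 10 of the 11 among them. Parted by that number, which is unrelated to responsiveness, the donors gave 49 calls by the same test, more than the 11 of the real grouping. The donor means of same-numbered donors deviated together (r = 0.566 across genes, 0.517 after quantile normalization), which with 2 pairs does not show a pairing. For IL-23 over all donors the count of 1 became 0 without the donor block, with no filter, with log2(signal + 16), after either scaling and without an intensity trend, 2 with 20 on 4 of 8 arrays, and 0 to 1 leaving out a donor. In responsive donors the count was 0 (1557 with an unadjusted p under 0.05), 22 with no filter, 5 after quantile normalization, 5 with equal medians, 4 without an intensity trend and 3 to 539 leaving out a donor, 539 without responsive donor 1. In non-responsive donors the count of 1 became 0 without the donor block and without a trend, 3 with 20 on 4 of 8 arrays, 17 with no filter, 2 with log2(signal + 16) and 0 to 7 leaving out a donor. The difference between groups had 3, and 0 without the donor block and without a trend, 8 with 20 on 4 of 8 arrays, 16 with no filter, 5 at 50 on all arrays, 7 after quantile normalization, 5 with equal medians and 1 to 1155 leaving out a donor (1155 without responsive donor 1). The 8 lists that camera called between groups lost the call with an estimated correlation. Low signals limit what can be seen: IL23R and IFNG fall under 20 on some arrays.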

Differences from the paper's values

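No value of Table 1 lay outside the error or the 1.5-fold margin from the value found here. The statements below differ in the call or rest on another threshold. The paper lists MPZL3 among its genome-wide significant genes. By limma on donor means, with a spread shared between genes, its log2 difference was 0.60 (adjusted p = 0.80), and of the alternatives set before the data were examined, the plain t statistics over 8 arrays call it, on linear (adjusted p = 0.0092) and on log2 signal (0.0216). They differ from the test on donor means both in the unit and in using the gene's own spread, and neither choice was changed alone. Past a Bonferroni threshold, limma on donor means gave 6 probe sets, KLRB1 and ZBTB16 of the paper's genes among them. The t statistic over 8 arrays on linear signal, set beforehand to follow Table S2, gave the paper's 4. That is the statistic from which the paper's p-values were obtained, on the same arrays, so it is a recomputation and not separate evidence. By limma on donor means CEBPD passed the Benjamini-Hochberg threshold (adjusted p = 0.026).

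The paper describes RORA as higher and TBX21 as lower in responsive individuals. Its p-values (t statistic, 0.00172 and 0.0093) were unadjusted, for selected genes, and it did not call them genome-wide significant. The directions were the same here, but the limma adjusted p over all probe sets, an unlike threshold, was 0.80 for each. Adjusted in the same way, the t statistic over 8 arrays on linear signal gave 0.24 for RORA and 0.44 for TBX21. RORA and TBX21 passed in none of the settings run. The paper describes GALNT10 as higher (log2 difference 0.61, adjusted p = 0.80), and IL23R as higher (log2 difference 1.46, adjusted p = 0.84 with values under 20 set to 20). It calls neither genome-wide significant, and for IL23R it also reports RT-PCR levels that rose with responsiveness. The paper states no difference for CCR6, which did not pass here either (limma adjusted p = 0.80) but passed with the donor number as a block (0.0461). By the t statistic over 8 arrays on linear signal, unadjusted p was 0.012 for CCR6 (higher) and 0.021 for IL17F (lower). That of TBX21, which the paper describes as lower, was 0.0093. The paper states none for JAK2, which had a limma adjusted p = 0.80 here and passed on the IL-23 arrays alone (0.0472). On these its responsive signals were 33.2 and 24.3, near the minimum of 20, and the median difference over all tested probe sets was -0.498. In responsive donor 2, which stood apart in its change on IL-23, JAK2 went from 114.3 untreated to 24.3. On the untreated arrays its log2 difference was 0.0193, so the pass is no firm difference from the paper. For GZMB the paper states none either, and its adjusted p was 0.22 here, but it passed on the IL-23 arrays alone (0.0237) and without the untreated array of responsive donor 2 (0.0288), a setting chosen after seeing the values. Its log2 difference of -1.34 rests on responsive donor 1: it was -0.20 without that donor and -2.48 without responsive donor 2.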

Other observations

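Of the remaining lists between the groups, interferon-stimulated genes had the lowest median. Of 26, 18 were measured, none passed over all genes and 7 were lower in responsive individuals when adjusted over the list alone. The median log2 difference was -0.99, with MX1 at -1.29 and OAS1 at -1.44 (limma adjusted p = 0.80 for each). The median was 0.04 without non-responsive donor 2, so it rests on that donor. Camera gave an adjusted p = 8.6e-10 with the preset correlation and 0.637 with an estimated correlation. Of 15 T cell identity genes, 14 were measured and none passed (2 lower when adjusted over the list alone), with CD5 at -1.04 and CD8B at -1.17. Camera gave 9.4e-04 with the preset and 0.528 with an estimated correlation. Of 18 chemokine receptor genes, 9 were measured and 1 was lower, CX3CR1 (2 higher and 2 lower adjusted over the list alone).

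Of 12 B cell genes 4 were measured and none passed over all genes, with BLK at 2.25 (1 higher adjusted over the list alone). The size of this difference depends on the donor, as the signal of BLK was 26.2 and 75.8 in non-responsive donors 1 and 2. BLK passed in 9 of the settings run: both scalings, no filter, no intensity trend, either block, the IL-23 arrays alone, without non-responsive donor 2, and, chosen after seeing the data, without the untreated array of responsive donor 2. Camera called the B cell list upward with the preset correlation (adjusted p = 0.0023), but not with an estimated correlation (0.528), and the erythrocyte and platelet list likewise (0.0344 and 0.528). Of 22 monocyte and neutrophil genes 8 were measured, of 14 NK cell genes 7, and of 14 erythrocyte and platelet genes 3, and none passed over all genes. Of 17 naive and central memory genes 13 were measured, of 24 STAT3 targets 17 (1 higher adjusted over the list alone), of 10 CD4 and regulatory T cell genes 7 (1 lower adjusted over the list alone), of 26 immediate early and stress genes 20, of 12 housekeeping genes 11, of 20 cell cycle genes 5 and of 15 cholesterol synthesis genes 10, and none passed over all genes.

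On IL-23, with the same sign in all 4 donors, the genes with the smallest p were LAG3 (log2 change 0.92, standard error 0.33), FURIN (0.50, 0.22), TRIM54 (0.95), IL17REL (0.74) and CNTN2 (0.73) upward, and ERLIN2 (-0.92), CAB39L (-0.76), ADIPOR1 (-0.59), C20orf141 (-0.71) and C20orf144 (-0.71) downward, none past the threshold (limma adjusted p = 1.0 for each). Of the lists, camera called only T cell identity on IL-23 over all donors (adjusted p = 0.0166 with the preset and 0.893 with an estimated correlation). Of the 17 measured STAT3 targets none passed on IL-23 in the responsive donors, with a median of -0.07 against -0.28 over all genes. For the difference between groups, LCOR (-1.70, adjusted p = 0.054), TSPAN33 (-2.27), BCL10 (-2.44) and TRDMT1 (-1.61) followed ODF2L, and PPP4R3C (2.09), LINC01951 (2.02), INA (1.66), SLC30A1 (1.43) and CFAP47 (1.79) lay in the opposite direction, none past the threshold.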
